A study of Arabidopsis thaliana with 6 samples.

How the data were processed

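Small RNA was sequenced from 14-day-old seedlings of Arabidopsis thaliana of 2 genotypes, wild type (WT) and the mutant aar2-1, with 3 libraries each. AAR2 is a protein of the AAR2 family, whose yeast and animal members take part in the assembly of a spliceosome subunit, and aar2-1 carries a mutant allele of its gene. Per the labels' protocols, the seedlings grew on MS medium under 16 h of light and 8 h of dark, RNA was extracted with TRI Reagent, and the libraries were prepared with an Illumina small RNA kit from NEBNext. The genotype and the replicate number of each library were taken from the sample titles. The replicate numbers 1 to 3 occur in both genotypes, and the pairing used below comes from these numbers alone, since the labels name no batch, date or shared growth.

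The authors deposited 1 table per library with 197 miRNA entries, and the deposited values are in RPM, the reads of an entry scaled by 1 factor per library to a common library size. The unit is not named in the labels and was inferred from the values: all 1182 values over the 6 libraries were whole multiples, within 0.02 reads, of the smallest non-zero value of their library, which was taken as 1 read. One read was therefore worth 0.0868 to 0.142 RPM, which corresponds to 7062198 to 11524176 reads as the denominator of a library. Which reads form that denominator (all reads, mapped reads or a size class), the aligner, the genome build, the miRNA registry release, the read lengths kept and the treatment of reads that match several places are not stated in the labels or file headers. An entry joins miRNAs with the same mature sequence: 32 entries join several members, and the 197 entries hold 242 member names. All 242 names were found among the 428 mature miRNAs of the TAIR10.1 annotation, which gave the mature sequences, the positions of the precursors and the overlapping genes. The terms exon, intron and intergenic refer to the mature sequence, not to the whole precursor. Intergenic means that no other gene on the same strand, miRNA genes aside, contains the mature sequence. Exon means that it overlaps an exon of such a gene, and intron that it lies in such a gene outside its exons. Positions are given on TAIR10.1, counted from 1. The authors' build may differ, and no position was taken from their tables.

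The values were used as deposited. An entry was tested if its mean over the 6 libraries was at least 1 RPM, which kept 131 entries and left out 66. The test was limma (version 3.58.1, R 4.3.3) on log2(RPM + 1) with genotype as the only factor and a variance trend on mean abundance. It was two-sided, with Benjamini-Hochberg adjustment over the tested entries and a threshold of 0.05. Fold changes called log2 are on the log2(RPM + 1) scale and understate the change of entries near 1 RPM. The same fit was made on families, where the entries with the same miR number were summed. It was also used for a list of 29 families, fixed before the data were examined and called conserved here. The list includes miR158, miR161, miR163 and miR173, and how widely its members are conserved was not checked. A design for counts had been fixed beforehand in case the tables held counts. Since they hold a scaled unit, limma on the log scale was used in its place, as the same plan provided. Quantities with 1 value per library were compared with exact permutation tests of the genotype labels, two-sided; with 3 libraries against 3 the smallest p such a test can give is 0.10. With the replicate number as a pair, an exact sign-flip permutation test was used. In the limma fit with the replicate number as a block, few degrees of freedom remain per entry. The p-values of that fit rest largely on variance pooled over entries, so their size does not measure the evidence of 3 pairs. Relations across entries or hairpins were tested with 100000 permutations, or with all sign flips at 16 hairpins or fewer. Python 3.11.15, pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 were used.

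The miRNAs named in the text were chosen by a rule written beforehand: among the entries past the threshold whose 3 values in one genotype all lie on one side of the 3 of the other, the 5 with the largest decrease and the 5 with the largest increase, and, whatever their result, the families miR162 and miR168 and the 3 families with the largest mean. Only 3 entries met the rule for an increase. miRNAs named outside this rule are identified as chosen after their values were seen.

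The fit was tested on simulated data: 20 sets of reads drawn at the real depths and means with a dispersion of 0.04, in each of which 40 entries were changed by 1.5 or 2 on the log2 scale. On average 128.45 entries per set were tested. Of the changed entries that were tested, the fit recovered 98.5%, all with the right sign, and 3.42% of its calls were false. Changed entries that were not tested are not counted in this rate. The slope of fitted on true change was 0.97 among entries of at least 10 RPM. The smallest simulated change, 1.5, exceeds the median of the entries that passed as lower in the real data (-1.25). With 40 entries changed per set, a fall shared by most entries was not simulated. These rates therefore do not carry over to the calls below.

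The depth limits the entries of low value. A value of 3 reads, taken as the floor, corresponded to 0.260 to 0.425 RPM depending on the library, and folds against a genotype at or under the floor in all its libraries are given as lower bounds. Floors and intervals cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. No entry had values identical to another entry, and no library had the values of another.

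The alternatives tried were the replicate number as a block, each library left out in turn, no filter or a filter at 10 RPM, pseudocounts of 0.1 and 5, limma with robust variance moderation, an adjusted p under 0.01 or an added 1.5-fold minimum, centring of each library on its median log2 value, quantile normalization, and entries with identical values counted once. Scaling of each library by its median ratio to the mean profile on log2(RPM + 1), division of the RPM of each library by its median ratio over entries of at least 10 RPM before the pseudocount, and removal of each library's slope on GC content, with and without the block, were added after the data were seen. The alternatives written for tables of counts did not apply. All values came out as whole reads, but each library had only 72 to 93 values of at most 20 reads. This is under the 100 set as the minimum for a count-based test on recovered reads, so no such test is used to call entries. Recovered reads also underlie the read numbers, the floors, the detection at a common depth and a Poisson probability for miR841a, which share this limit. The transcript of AAR2 itself is not among the miRNA entries, so the genotype labels could not be checked against it here.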

Results

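Total small RNA was profiled in 6 seedling libraries, 3 of WT and 3 of aar2-1, to ask whether the mutation changes the accumulation of miRNAs. The denominators implied by the values were 9371906, 9754859 and 8505555 reads in WT replicates 1 to 3 and 11524176, 7062198 and 8806224 reads in aar2-1 replicates 1 to 3. They did not differ between genotypes (two-sided exact permutation p = 1.0). The reads assigned to the 197 miRNA entries numbered 497904, 451473 and 449241 in WT and 318995, 146758 and 162300 in aar2-1. On the log2(RPM + 1) scale, the correlation between libraries across the 131 tested entries was 0.980 to 0.994 within a genotype and 0.948 to 0.958 between genotypes.

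The first comparison concerned the total miRNA abundance. The 197 entries summed to 53127, 46282 and 52817 RPM in the WT libraries and to 27681, 20781 and 18430.1 RPM in the aar2-1 libraries. The means were 50742 ± 3866 RPM in WT and 22297 ± 4808 RPM in aar2-1 (SD, n = 3 each), which is 5.07% and 2.23% of the denominator. The total was 2.28-fold lower in the mutant, and each mutant library lay below each WT library (two-sided exact permutation p = 0.10, the smallest possible). Paired by replicate number, the total was lower in aar2-1 in 3 of 3 pairs by a mean difference of -28445 RPM (exact sign-flip p = 0.25, the smallest possible for 3 pairs). The pairing was checked by the pooled correlation of the log2(RPM + 1) deviations of same-numbered libraries over the 131 tested entries, which was 0.31. This value is cited below as the pairing check. It was not computed on totals, numbers of entries or families. The entries miR159b-3p, miR158a-3p and miR159a, which had the largest means, made up 59.6% ± 2.17 of the total in WT and 64.7% ± 2.27 in aar2-1. Without them the total was 20529.9 ± 2185 RPM in WT and 7945 ± 2240 RPM in aar2-1, a 2.58-fold decrease (exact permutation p = 0.10); this alternative moved the difference most, to -12585 RPM.

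**Figure D1:**
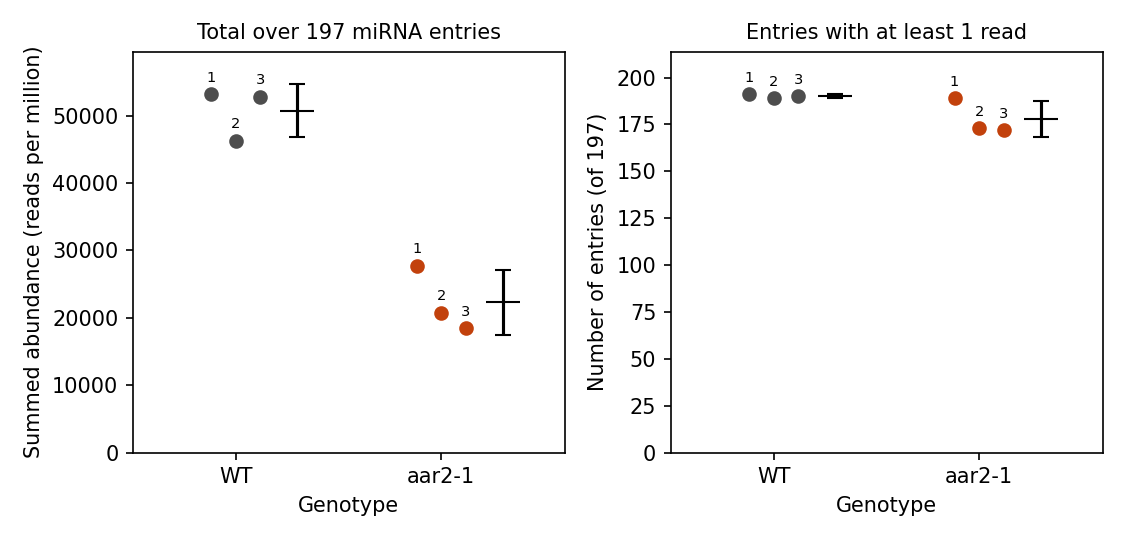
The left panel plots the summed abundance of the 197 miRNA entries in RPM and the right panel the number of entries with at least 1 read, each by genotype; numbered points are libraries, and the bar with whiskers is the mean ± SD of 3. The aar2-1 totals (18430.1 to 27681 RPM) all lie below the WT totals (46282 to 53127 RPM), while the numbers of entries meet at 189 in both genotypes.

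The number of entries with at least 1 read was 191, 189 and 190 in WT, or 190 ± 1, and 178 ± 9.54 in aar2-1, whose libraries listed 8, 24 and 25 of the 197 entries at 0 against 6, 8 and 7 in WT. At the libraries' own depths the genotypes met at 189 entries (two-sided exact permutation p = 0.20, paired exact sign-flip p = 0.25). The pairing check of 0.31 was made on the abundance of the entries and not on these numbers. At a common depth, the smallest denominator of 7062198 reads, 185.8 to 188.1 entries were expected in WT and 168.8 to 182.9 in aar2-1. In this alternative, chosen after seeing the data, the difference was -12.4 and the genotypes did not overlap (exact permutation p = 0.10, the smallest possible). With detection set at 1 RPM, 137 ± 2.65 entries were detected in WT and 115 ± 7.21 in aar2-1, and the genotypes did not overlap (exact permutation p = 0.10).

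The second comparison asked which miRNAs changed. Of the 131 tested entries, 83 passed an adjusted p of 0.05 in limma, 80 of them lower and 3 higher in aar2-1. With the replicate number as a block, 98 passed, 95 lower and 3 higher, and these included all 83; the pooled correlation of same-numbered deviations was 0.31, with 0.49, 0.05 and -0.15 for replicates 1, 2 and 3, against a mean of -0.06 for differently numbered libraries. The values of the genotypes did not overlap for 81 entries (61.8%), where chance gives 10% for a single entry. The entries share the same 6 libraries and most moved together, so the 81 are not independent separations, and the 10% is no test of their share. Of the 83 entries past the threshold, 77 were among those without overlap, 74 lower and 3 higher. The entries that passed as lower had a median log2 fold change of -1.25, from -0.58 to -5.43, and 54 of them changed by at least 2-fold. Of the 48 entries that did not pass, 42 had a lower and 6 a higher mean log2 value in aar2-1.

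The changes shared a direction: 122 of the 131 entries (93.1%) had a negative log2 fold change, with a median of -0.83 and quartiles of -1.31 and -0.56. With the replicate block both values were 93.1% and -0.83 again (pairing check 0.31), which the design fixes, since each replicate number occurs once in each genotype. The median log2(RPM + 1) of a library over the tested entries was 4.16 ± 0.32 in WT and 2.81 ± 0.43 in aar2-1, a difference of -1.34 (two-sided exact permutation p = 0.10, the smallest possible). The alternatives that remove a shift shared by the entries moved the results most. Centring each library on its median raised the median log2 fold change by 1.34, to 0.52, and 12 entries then passed as lower and 55 as higher. Quantile normalization raised it by 0.89 and gave 16 lower and 18 higher entries. Scaling by the median ratio, an alternative chosen after seeing the data, raised it by 0.88, to 0.05, and gave 29 lower and 18 higher entries. These 3 act on log2(RPM + 1), the centring and the median ratio by subtracting one constant per library, which also moves entries near 0 RPM. Division of the RPM of each library by one factor, its median ratio over entries of at least 10 RPM, was also chosen after seeing the data. It raised the median by 0.84, to 0.014, and gave 27 lower and 22 higher entries. The share of lower entries among those past the threshold was thus 96.4% with the values as deposited and 17.9%, 47.1%, 61.7% and 55.1% under these 4 scalings. Of the 80 entries that passed as lower, 29 were still lower past the threshold under median-ratio scaling and 0 were higher past it, 12 were lower and 8 higher after centring, 16 were lower and 2 higher after quantile normalization, and 27 were lower and 0 higher with the factor on RPM.

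**Figure D2:**
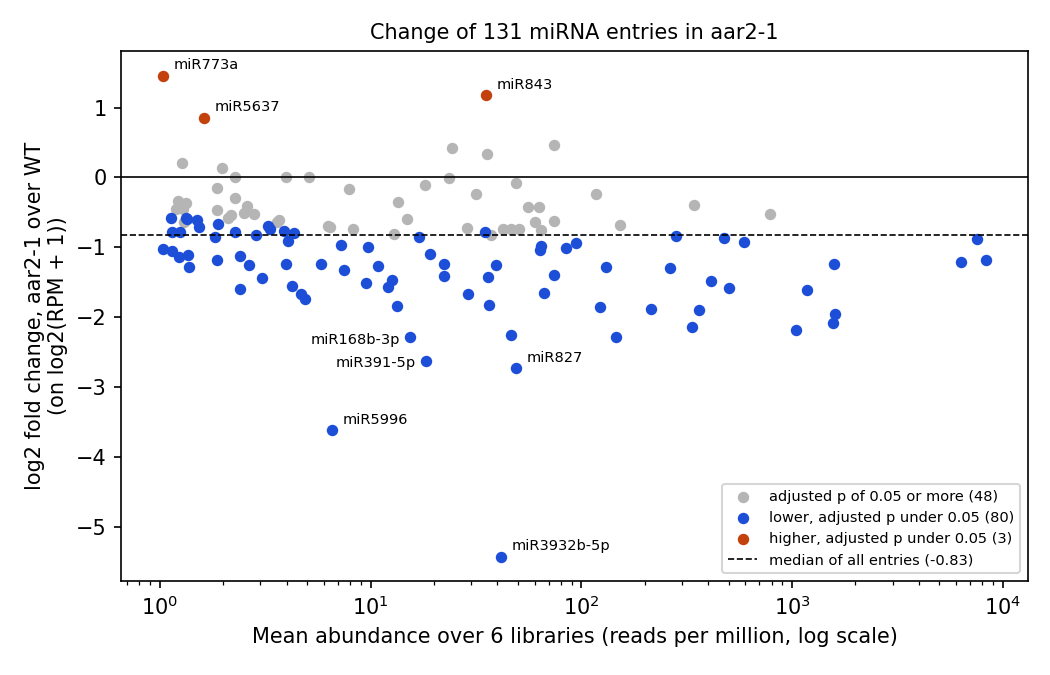
Each point is 1 of the 131 tested miRNA entries, with its mean abundance over the 6 libraries in RPM (log axis) against its log2 fold change, aar2-1 over WT, on log2(RPM + 1); colours mark the 80 entries lower, the 3 higher and the 48 not past an adjusted p of 0.05 in limma. The dashed line at the median of -0.83 lies below 0, and miR3932b-5p and miR5996 lie below all other entries.

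The largest decrease was that of miR3932b-5p (UUUGACGUGCUCGAUCUGCUC, chromosome 4, precursor MIR3932b at 7890570 to 7890719 on the minus strand, mature sequence overlapping an exon of the protein-coding gene AT4G13575). Its abundance was 82.6 ± 11.3 RPM in WT and 0.952 ± 0.350 RPM in aar2-1 (SD, n = 3), 86.7-fold lower, with a log2 fold change of -5.43 (SE 0.30, limma adjusted p 9.45e-10). It had 680, 925 and 683 reads in WT and 12, 4 and 11 reads in aar2-1. The mature sequence also matches a place near the start of chromosome 4 exactly, at 2178984 to 2179004, so its reads cannot be assigned to one place. The next was miR5996 (UGACAUCCAGAUAGAAGCUUUG, chromosome 4, MIR5996 at 7882765 to 7882889 on the minus strand, mature sequence overlapping an exon of UNE15, AT4G13560). The entry miR5996 had 13.0 ± 1.25 RPM in WT and 0.143 ± 0.030 RPM in aar2-1. Its mutant libraries held 2, 1 and 1 reads against 111, 126 and 122 in WT, which is at least 38.1-fold lower (log2 fold change -3.61, SE 0.25, limma adjusted p 8.54e-09). Relative to the median ratio, the log2 fold changes of miR3932b-5p and miR5996 were -4.55 and -2.74. The replicate block cannot move these changes, and its limma adjusted p-values were 9.80e-42 and 2.15e-28 (pairing check 0.31). With few degrees of freedom left per entry, these p-values rest largely on variance pooled over entries. Their size does not measure the evidence of 3 pairs.

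The other decreases named by the rule were smaller. The entry miR827 (UUAGAUGACCAUCAACAAACU; intergenic, chromosome 3, MIR827 at 22122760 to 22122936, minus strand) had 86.4 ± 33.1 RPM in WT and 11.6 ± 2.51 RPM in aar2-1, 7.42-fold lower. The entry miR391-5p (UUCGCAGGAGAGAUAGCGCCA; intergenic, chromosome 5, MIR391 at 24293093 to 24293298, plus strand) had 32.2 ± 6.48 and 4.60 ± 2.19 RPM, 7.01-fold lower. The entry miR168b-3p (CCCGUCUUGUAUCAACUGAAU; intergenic, chromosome 5, MIR168b at 18358788 to 18358911, minus strand) had 26.2 ± 0.927 and 4.61 ± 0.855 RPM, 5.69-fold lower. Their log2 fold changes were -2.73 (SE 0.35), -2.62 (SE 0.34) and -2.29 (SE 0.30), each with a limma adjusted p of 1.89e-05, and relative to the median ratio -1.85, -1.75 and -1.41. With the replicate block their limma adjusted p-values were 1.07e-13, 4.66e-13 and 1.18e-10 (pairing check 0.31).

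The increases comprised 3 entries. The entry miR773a (UUUGCUUCCAGCUUUUGUCUC; intergenic, chromosome 1, MIR773a at 13067251 to 13067335, plus strand) had 0, 2 and 0 reads in WT and 25, 19 and 10 reads in aar2-1. With WT at or under the floor and 2.00 ± 0.791 RPM in aar2-1, it was at least 6.12-fold higher (log2 fold change 1.46, SE 0.23, limma adjusted p 7.67e-05). The entry miR843 (UUUAGGUCGAGCUUCAUUGGA; intergenic, chromosome 3, MIR843 at 17742098 to 17742302, plus strand) rose from 21.2 ± 3.47 to 49.5 ± 9.40 RPM, 2.34-fold (log2 fold change 1.18, SE 0.31, limma adjusted p 0.00418). The entry miR5637 (AAUGCGCAACUCUAUAUUUCC, chromosome 2, MIR5637 at 12270179 to 12270373, minus strand, mature sequence within an intron of AT2G28620) rose from 0.866 ± 0.051 to 2.38 ± 0.222 RPM, 2.75-fold (log2 fold change 0.85, SE 0.22, limma adjusted p 0.00306), on 8, 9 and 7 reads in WT and 29, 15 and 22 in aar2-1. With the replicate block their limma adjusted p-values were 3.71e-09, 7.65e-04 and 0.00149 (pairing check 0.31).

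**Figure D3:**
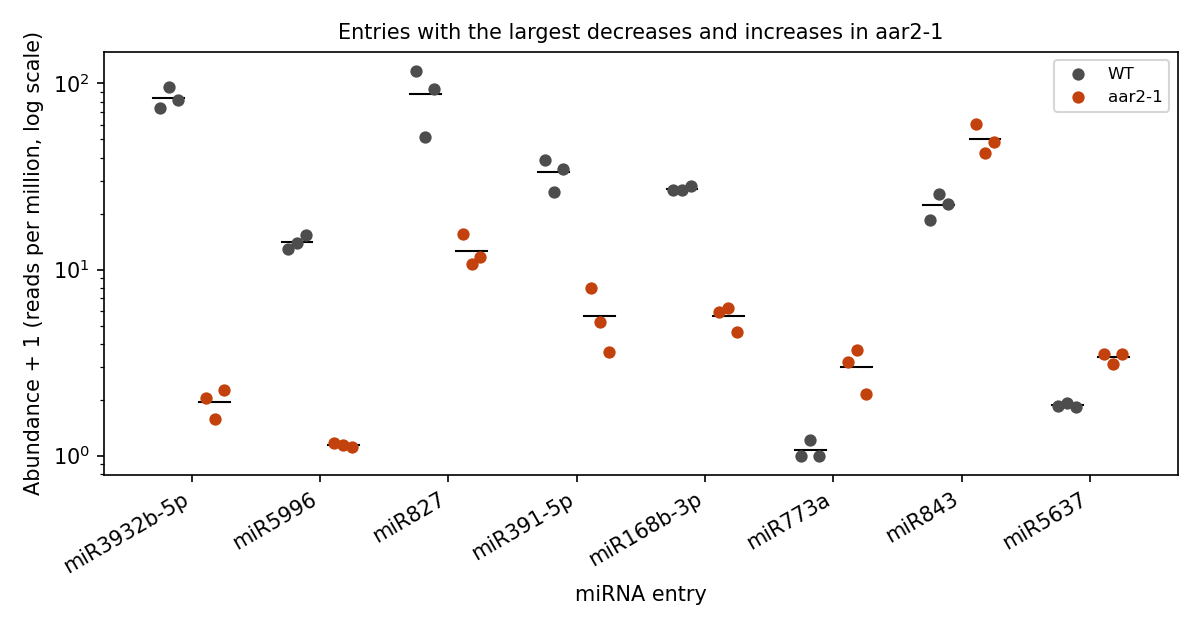
Points are the abundance plus 1 in RPM (log axis) of each library for the 8 entries named by the rule, with WT and aar2-1 in separate colours and a line at the mean of each genotype. In all 8 entries the 3 aar2-1 values lie on one side of the 3 WT values: below for miR3932b-5p, miR5996, miR827, miR391-5p and miR168b-3p, and above for miR773a, miR843 and miR5637.

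The third comparison was made on families, because members with near-identical mature sequences can share reads. Of 76 tested families, 48 passed an adjusted p of 0.05 in limma, 45 lower and 3 higher, whereas 23 were lower and 10 higher under median-ratio scaling, 9 lower and 33 higher after centring on the median, 12 lower and 12 higher after quantile normalization, and 21 lower and 13 higher with the factor on RPM. With the replicate block, 56 families passed (pairing check 0.31). Of the 29 families listed beforehand as conserved, 28 could be tested, and all 28 had a negative log2 fold change (median -1.11). Under median-ratio scaling 17 were negative, against 11 after centring, 13 after quantile normalization and 14 with the factor on RPM. Adjusted over the list alone, 20 passed, each lower in aar2-1, whereas the scalings gave 13 lower and 1 higher (median ratio), 4 and 4 (centring), 4 and 2 (quantile) and 7 and 2 (factor on RPM). Adjusted over all families, 19 of the list passed, and with the replicate block and adjustment over the list, 25 (pairing check 0.31).

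The families miR162 and miR168 target the transcripts of DCL1, which cuts miRNA precursors, and AGO1, which binds miRNAs. The miR162 family (MIR162a at 2634905 to 2635044 and MIR162b at 7740598 to 7740708, both intergenic on the minus strand of chromosome 5) had 1721 ± 88.0 RPM in WT and 386 ± 104 RPM in aar2-1, a log2 fold change of -2.19 (SE 0.25, limma adjusted p 4.83e-05) that was also negative under each of the 4 scalings. The miR168 family (MIR168a at 10578635 to 10578772 on the plus strand of chromosome 4, and MIR168b as above) had 293 ± 12.1 and 127 ± 49.7 RPM, a log2 fold change of -1.28 (SE 0.33, limma adjusted p 0.00588), which was -0.40 under median-ratio scaling and -0.21 with the factor on RPM and turned positive after centring (0.06) and quantile normalization (0.10). With the replicate block the limma adjusted p-values were 2.21e-12 and 7.66e-05 (pairing check 0.31).

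The families with the largest means were miR159, miR158 and miR396. The miR159 family (MIR159a, MIR159b and MIR159c, all intergenic, on chromosomes 1, 1 and 2) had 20528.5 ± 1433 RPM in WT and 9009.7 ± 1237 RPM in aar2-1, a log2 fold change of -1.19 (SE 0.15, limma adjusted p 5.83e-05), which was -0.32 under median-ratio scaling, -0.11 with the factor on RPM, 0.15 after centring and 0 after quantile normalization. The miR158 family (MIR158a on chromosome 3 and MIR158b on chromosome 1, intergenic) had 9846 ± 1122 and 5453 ± 1401 RPM, a log2 fold change of -0.88 (SE 0.20, limma adjusted p 0.00243), which was 0.0019 under median-ratio scaling, 0.21 with the factor on RPM, 0.47 after centring and 0 after quantile normalization. The miR396 family (MIR396a on chromosome 2 and MIR396b on chromosome 5, intergenic) had 3086 ± 573 and 1035 ± 435 RPM, a log2 fold change of -1.64 (SE 0.30, limma adjusted p 6.30e-04), which was -0.76 under median-ratio scaling, -0.56 with the factor on RPM, -0.30 after centring and 0 after quantile normalization. With the replicate block the limma adjusted p-values of the 3 families were 3.61e-07, 3.18e-04 and 6.02e-09 (pairing check 0.31).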

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

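No test in this part was chosen only after its result was seen, but the 2 median-ratio scalings and the removal of the GC slope, together with the detection at a common depth, were alternatives chosen after seeing the data. The others were fixed before the data were examined.

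The number of entries past the threshold (83, with 80 lower and 3 higher) stayed within 1.5 times that number with the replicate block (98), pseudocounts of 0.1 and 5 (82 and 83), robust moderation (82), an adjusted p under 0.01 (60), an added 1.5-fold minimum (82), identical entries counted once, and the GC slope removed without and with the replicate block (85 and 99). Identical entries counted once could not move the result, since no entries were identical. The replicate block cannot change a fold change in this balanced design, and removal of a slope on GC content leaves the level of each library in place, so neither tests the shared fall. Without a filter, 7 entries were higher and the share of lower entries was 87.3%. With a mean of at least 10 RPM, 45 entries passed, 44 lower and 1 higher, and 31 families passed, because 69 entries and 40 families could be tested; 65.2% of the tested entries passed, against 63.4% at 1 RPM.

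The scalings changed the results most. Centring on the median gave 12 lower and 55 higher entries, 8 conserved families, a median log2 fold change of 0.52 and 24.4% of entries lower. Quantile normalization gave 34 entries, 16 lower and 18 higher, 24 families, 6 conserved families, a median of 0.064 and 42.7% lower. Median-ratio scaling gave 47 entries, 29 lower and 18 higher, a median of 0.052 and 46.6% lower. Division of RPM by one factor per library gave 49 entries, 27 lower and 22 higher, 9 conserved families, a median of 0.014 and 49.6% lower. Each of these 4 removes a shift shared by the entries, so a median near 0 or above it follows from the scaling. Centring on the median overshoots because the difference between the library medians (-1.34) is larger than the median of the entries' own changes (-0.83).

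The difference in total abundance was -12585 RPM without the 3 entries of largest mean, and the difference in detected entries was -22.0 with detection at 1 RPM and -12.4 at a common depth. Across the 6 fits that each left out one library, 62 to 109 entries passed, 60 to 107 lower and 2 to 3 higher, with 34 to 64 families and 16 to 28 conserved families; the median ran from -1.09 to -0.74 and the share of lower entries from 90.0% to 93.2%. In these fits 54 of the 83 entries passed every time, and 0 of the 83 changed sign. The difference in the total ran from -31137 to -26512 RPM and that in detected entries from -17.5 to -9.

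For the 8 entries and 5 families named by the rule, 219 values under alternatives were computed: 206 kept their direction and their side of the threshold, 4 kept their direction and lost the threshold, 3 had a change of 0, and 6 reversed. The reversed values were 0.060 for miR168, 0.15 for miR159 and 0.47 for miR158 after centring, 0.10 for miR168 after quantile normalization, and for miR158 0.0019 under median-ratio scaling and 0.21 with the factor on RPM. Quantile normalization gives a fixed value to each rank. The families miR159 and miR158 held the same rank in every library, and miR396 was 1 rank lower in 1 library of each genotype, so their change of 0 there carries no information on their level. The 8 named entries, chosen for the largest changes, kept direction and threshold in all alternatives that tested them. All reversed values and changes of 0 arose under the 4 scalings, which remove a shared shift. The other alternatives leave that shift in place, so the tally of 206 does not measure robustness to it.

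The alternatives written for tables of counts were not run, because the values are scaled. No count-based test on recovered reads is used to call entries. All values came out whole, but the low values of each library (72 to 93) are fewer than the minimum of 100 set for that test. Depth limits the entries near 1 RPM, where a library of the smallest denominator holds about 7 reads per RPM. The entries miR773a and miR5637 and the mutant values of miR5996 rest on 25 reads or fewer in one genotype. The mutant values of miR3932b-5p are limited in the same way, with 12, 4 and 11 reads.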

Other observations

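The tests on depth, on the entries of largest mean, on scaling, on the interval of chromosome 4, on miR841a, on pairing along the axis, on the arms of a hairpin (except GC content, paralogs and the choice of the arm over 28 hairpins), on late-numbered miRNAs and on nutrient-responsive families were chosen only after the result was seen.

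With 3 libraries against 3, other splits of the samples can only be described. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many entries past the threshold as the real one, the real one itself, and the same 1 of 4 held for lower entries, higher entries, families and conserved families. The 3 others gave 0 entries at an adjusted p under 0.05 in limma and 0 or 1 at an unadjusted p under 0.05, against 88 for the real split. The other 6 of the 10 splits part 1 pair each and also gave 0 entries, with 0 to 24 at an unadjusted p. The share cannot go under 0.25 in this design.

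Most miRNAs were lower in aar2-1, and technical explanations were weighed first. The denominators overlapped between the genotypes (exact permutation p = 1.0), and the total without the 3 entries of largest mean was 2.58-fold lower, so neither depth nor a few entries gives the fall. Log2 fold change fell with the GC content of the mature sequence across the 131 entries (Spearman rho -0.31, permutation p = 2.90e-04, adjusted over 18 relations 0.00522; entries are not independent replicates), and among the 69 entries of at least 10 RPM rho was -0.32 (adjusted p 0.0298 by permutation). GC content may therefore contribute to how far an entry fell. After removal of each library's slope on it 85 entries passed, 82 lower and 3 higher, but this removal leaves each library's level in place and cannot show whether GC content bears on the shared fall. After division of the RPM of each library by one factor, its median ratio, 49 entries passed, 27 lower and 22 higher, so this factor does not remove all the changes. The shared part of the fall cannot be told apart from a change in the denominator, for example more reads of other small RNA classes in aar2-1: miRNA reads were only 5.07% of it in WT and 2.23% in aar2-1. Read lengths or spike-ins, not used here, would bear on this. A lower production of miRNAs in aar2-1 remains a hypothesis.

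The entries miR3932b-5p and miR5996 fell far more than the next entry, whose log2 fold change was -2.73, and their precursor genes lie 7681 bp apart on chromosome 4. Of the 8474 pairs of tested entries from different precursor genes, 8 lie as close or closer, 0.944 per 1000 pairs. Low depth is no explanation, since the fewest reads of either entry in a WT library were 111. A variant linked to the mutated gene is none either: of these 2 precursor genes, 0 lie on chromosome 1, where the annotated AAR2 gene (AT1G66510, 24812793 to 24816620) lies. Between them lies MIR841a (7885251 to 7885462), chosen after its values were seen, each of whose arms is below the abundance filter. Its arms miR841a-3p and miR841a-5p had 18, 13 and 11 and 7, 7 and 7 reads in WT, and both are listed at 0 in every aar2-1 library. Summed as the family miR841, they passed the filter, with a log2 fold change of -1.71 (limma adjusted p 2.08e-05). The change was -0.83 under median-ratio scaling (limma adjusted p 0.0110), -1.27 after quantile normalization and -1.35 with the factor on RPM. After centring it was -0.37 (limma adjusted p 0.257), not past the threshold. A factor per library leaves 0 at 0, so no scaling of RPM can test the absence of miR841a reads in aar2-1. At the WT rate lowered by the fold of the total, 27.4 reads were expected, and 0 has a Poisson probability of 1.21e-12. This probability counts reads only and leaves out variation between libraries. It also rests on recovered reads, which fell short of the minimum set for a count-based test. In all, 5 entries are listed at 0 in every aar2-1 library and above 0 in WT (miR841a-3p, miR167c-5p, miR841a-5p, miR5654-5p and miR5629, with 42, 25, 21, 19 and 9 WT reads), and 0 entries the other way round.

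The 3 precursors span 7955 bp (7882765 to 7890719). On the left, MIR397b ends 4.005 kb away. There miR397b (log2 fold change -0.71, limma adjusted p 0.141), miR857 (-0.64) and miR5026 (-0.52) changed less than the median entry (-0.83). The entry miR863-5p (-0.86, limma adjusted p 0.00701), whose precursor lies between those of miR5026 and miR857, was near that median. Summed with miR863-3p, which is below the filter, as the family miR863, it fell more (-1.02, limma adjusted p 0.00146). On the right the next listed precursor, MIR852 (log2 fold change -0.41), lies 445 kb away. These neighbours were chosen after their values were seen. A deletion, another rearrangement or a silenced stretch in the aar2-1 line, separate from the aar2-1 mutation itself, is a candidate explanation (0.944 per 1000 pairs as close), as is a shared dependence of the 3 precursors on AAR2. A loss of this stretch alone would have to account for the copies: miR3932b-5p and miR841a-3p each match the genome exactly at 2 places, the other ones being on the plus strand of chromosome 4 at 2178984 to 2179004 and 2184422 to 2184442, while miR5996 and miR841a-5p match 1 place. The pattern cannot be told apart from a change at those copies as well. Genomic reads of the line over both stretches would settle it.

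Libraries of one genotype also differed along a shared axis, the first principal component of the deviations from the genotype means, which held 74.2% of that variance. The positions were 2.60, -3.11 and 0.51 for WT replicates 1 to 3 and 5.04, -0.84 and -4.20 for aar2-1. The weights did not follow GC content (Spearman rho 0.047 across entries, permutation p = 0.594, adjusted 0.629) or the last base of the mature sequence, which held 4.22% of their variance (permutation p = 0.139, adjusted 0.178). As 86.3% of the entries had a weight of one sign, a factor per library, such as the miRNA share of the denominator, may underlie the axis. Of the 6 ways to pair the libraries, 3 gave positions as close as the same-numbered pairing, so the axis cannot show whether the numbers mark shared batches.

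In the 32 hairpins with both arms tested, both arms were lower in 29. Their log2 fold changes correlated across hairpins with a Spearman rho of 0.39 (permutation p = 0.0271), which does not pass the correction over 18 relations (0.0697), so a common loss of the precursor or its processing may contribute but was not shown. The arm with the larger mean fell more than the other by 0.41 on average, a mean gap of -0.41 seen in 23 of 32 hairpins (permutation p = 0.00231, adjusted 0.0208) at a pseudocount of 1, with mean log2 fold changes of -1.18 and -0.78. Compression of low values by the pseudocount may give part of this: with a pseudocount of 0.1 the mean gap over the 32 hairpins was -0.25, seen in 21 (permutation p = 0.0810, adjusted 0.121). In the 16 hairpins with an arm under 10 RPM it was 0.11, negative in 8 (exact sign-flip p = 0.522, adjusted 0.587), against -0.19 at a pseudocount of 1. In the 16 with both arms at 10 RPM or more it was -0.61, negative in 13 (exact sign-flip p = 0.00635, adjusted 0.0286). Of these 2 sets only the latter passed the correction, and whether the sets differ was not tested. Among the 28 hairpins with the same arm more abundant in all 6 libraries the gap was -0.42 at a pseudocount of 1, seen in 20 (permutation p = 0.00521, adjusted 0.0286), which includes low arms and cannot tell whether the choice of the arm by its mean matters. In the 14 of them with both arms at 10 RPM or more it was -0.59 at a pseudocount of 0.1, negative in 11 (exact sign-flip p = 0.0167, adjusted 0.0502, not under 0.05). At a pseudocount of 1 the gap did not follow the GC difference between the arms (Spearman rho -0.25, permutation p = 0.162, adjusted 0.195). A factor per library cancels in the ratio of the RPM of the arms within a library, taken without a pseudocount. Over the 16 hairpins with both arms at 10 RPM or more, its mean log2 was 3.39, 2.95 and 3.22 in WT and 2.70, 2.48 and 2.57 in aar2-1, a difference of -0.60 (exact permutation p = 0.10, the smallest possible). Among the hairpins whose arms are entries of 1 member, the gap at a pseudocount of 1 was -0.40, seen in 11 of 15 (exact p = 0.103, adjusted 0.143). This is close to the -0.41 over the 32 hairpins, but these hairpins are fewer and include low arms. The test therefore cannot decide whether reads shared between paralogs contribute. A weaker loading or stability of the accumulating strand in aar2-1 might be asked about for abundant hairpins, and was not tested.

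Other groupings gave no difference past the correction. Entries numbered 4000 or above had a median log2 fold change of -0.49 (12 entries) against -0.94 for the conserved list (76 entries), and means of -0.77 and -1.03. Within 3 classes of abundance the difference in means was 0.094 (permutation p = 0.647, adjusted 0.647). This rests on miR5996: without it the mean of the 11 other late-numbered entries was -0.51 and the difference was 0.35 (permutation p = 0.0755, adjusted 0.121), which does not pass the correction and leaves open whether registry entries that may not be canonical miRNAs fell less. The 12 entries whose mature sequences lie in introns had a median of -0.44 against -0.88 for the 119 others, a difference in means of 0.38 within abundance classes (permutation p = 0.0446, adjusted 0.0893). Without miR5996 and miR3932b-5p, both among the others, it was 0.37 (permutation p = 0.0403, adjusted 0.0893), which leaves open whether splicing of the host transcript bears on them. The 8 tested of 9 nutrient-responsive families had a median of -1.62 against -0.83 for the other families, and all 8 were lower, whereas 6 were lower under each of the 4 scalings; the difference in means within abundance classes was -0.60 (permutation p = 0.0606, adjusted 0.109), so a difference in nutrient supply or sensing between the genotypes was not shown.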
